A study of Homo sapiens with 16 samples. Its data were reported in "Oncogene Activation Induces Metabolic Transformation Resulting in Insulin-Independence in Human Breast Cancer Cells" (2011).

How the data were processed

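SUM225 cells were treated with 1 µM CP724,714 and parallel cultures were harvested every 3 h from 0 to 45 h. Total RNA of each culture was amplified, labelled with biotin and hybridised to an Illumina bead array. The 16 samples were grouped by the time given in their labels, with 1 sample per time point, and the labels number each as the only replicate.

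The deposited table gives for each probe and array a linear signal intensity, to which the authors had applied neither background subtraction nor normalization. No signal was below 110.7, and the medians differed between arrays. The deposited table also gives a detection p-value per probe and array, which falls with the signal in equal steps that correspond to between 616 and 637 negative control probes. The study's methods describe quantile normalization of its arrays, which was a step after this table. The study's methods name a version of the Illumina Ref8 array for its time courses, the labels of these samples give no version, and the scanning software was not stated. All columns of per-sample values in the table were used. The table pairs each probe with a gene symbol. Of 18631 symbols, 91.0% matched the RefSeq gene table of assembly GRCh38.p14 by symbol or by a synonym held by a single gene. The other symbols were kept as written, and 21 of them are calendar dates left by a spreadsheet program, so the genes behind them were not named. The file states no genome build and no coordinates were used.

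Signals were corrected for background with the normexp model of limma 3.58.1 in R 4.3.3, with the negative control distribution inferred from the detection p-values, an offset of 16, quantile normalization and log2 transformation (function neqc). The offset reduces the fold changes of dim probes. Probes with a detection p under 0.05 on at least 3 arrays were tested, which left 16110. A cubic polynomial in hours was fitted to each probe by lmFit and eBayes with an intensity trend. The F-test of its 3 coefficients defined time-dependent probes, the first-order coefficient gave the linear change over 45 h with its SE, and the F-test of the second- and third-order coefficients defined departures from a straight line. All tests were two-sided and adjusted by the Benjamini-Hochberg method over the probes tested, at a threshold of 0.05. Because no time point had a replicate, the error of each probe came from the deviations around its fitted course, which also contain any true change that a cubic cannot follow. The fit was tested on simulated data for 16110 probes, of which 200 were given a linear change. It recovered 79% of these, and 4.82% of its calls were false. A simulation of alternating 12 h sets gave 79% and 5.39%. Both simulations drew noise that was independent between arrays, and neither held steps that its fit left out. They therefore do not give the share of false calls in a series with set effects or with dependence between neighbouring arrays.

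Changes of 1.7-fold were counted on the normalized log2 values against the 0 h array without a test, and the count from noise was drawn 100 times from each probe's residual SD. Pearson r and Spearman rho with time were tested by permutation with 100000 resamples, in which all arrays were treated as exchangeable. Of several probes of a gene, the one with the highest mean log2 value was used for the gene lists and for named genes. Lists were tested with camera (preset correlation 0.01), fry and camera with an estimated correlation. Principal components were computed on log2 values centred per probe.

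A gene of the study's list is not reported here and was left out of the list and its counts. The genes to be named were fixed before the data were examined. They were VAMP8 and PHGDH, the study's listed genes past the threshold, the 5 genes with the largest rise and the 5 with the largest fall in the linear change among those past the threshold and detected on all 8 arrays of the part of the series in which they were brighter, and the member of each list with the largest change. Other genes are named in the observations and were chosen after their values were seen. Fold changes of genes not detected at 45 h were computed against the lowest log2 value among detected probes of that array, or the probe's own value where higher, and are lower bounds.

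The alternatives were no background correction (signals under 16 set to 16), an offset of 50, median scaling, cyclic loess, no filter, detection on all 16 arrays, a step between 21 and 24 h as a term, array weights, other time courses, a threshold of 2-fold, another reference, persistence at 2 adjacent time points, and each array left out in turn. The 12 h set as a factor was added after the data were seen. No second probe of VAMP8 or PHGDH was on the array. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.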

Results

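Gene expression was measured as a function of time in SUM225 cells, a breast cancer line in which HER2 is amplified and over expressed, after the addition of 1 µM CP724,714. CP724,714 is a small molecule that inhibits the kinase activity of HER2. Parallel cultures were harvested every 3 h from 0 h to 45 h, and RNA of each was hybridised to 1 Illumina bead array, giving 16 arrays at 16 time points. There were no replicates at any time point, and the errors given are therefore standard errors of a course fitted over all 16 arrays. No untreated time course was analysed here, so time in culture and the handling at the start of treatment were not separated from the inhibitor. The table held 24526 probes with 18631 gene symbols. The median signal intensity ranged from 242 to 384 over the arrays, and between 14110 and 15073 probes (57.5% to 61.5%) had a detection p-value under 0.05. The brightest probe of each array had a signal between 71727 and 74152. The number of arrays limits the precision of every estimate.

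The first question was how much of the transcriptome changed with time in the inhibitor. Of the 16110 probes tested (13023 genes), 8263 (51.3%) had a signal that depended on time in the limma F-test of a cubic course at an adjusted p under 0.05. A linear trend was found for 7685 probes, of which 4190 rose and 3495 fell. The linear change over 45 h was at least 1 log2 unit for 912 rising and 1112 falling probes. A departure from a straight line was found for 3105 probes, and 1359 probes were time-dependent without a linear trend. The median residual SD around the cubic course was 0.19 log2 units. The alternative that moved the linear count most among those chosen beforehand was a step between 21 h and 24 h as a term in the fit, which left 3092 probes.

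The arrays also differed between sets of 4 consecutive arrays, 0 to 9 h, 12 to 21 h, 24 to 33 h and 36 to 45 h. The sets were noticed in the data, and the labels name no batch. Within these sets, with the set as a factor and a straight line in hours, 145 probes had a linear trend (68 rose and 77 fell), and 138 of the 7685 probes kept their call. Each set spanned only 9 h, so that this fit had larger errors. The sign of the within-set estimate was that of the trend over all arrays for 83.7% of the 7685 probes.

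The first principal component held 47.7% of the variance and rose with time at every step. Its Pearson r with time was 0.96 and its Spearman rho was 1 (n = 16, two-sided permutation tests, p = 1e-05 each, the smallest that 100000 resamples can give; adjusted p = 1.2e-05 each over the 6 relations computed). Without the arrays at 0 and 45 h, r was 0.95 (p = 1e-05, permutation test, n = 14). Every permutation test with time here treated the arrays as exchangeable. With effects shared by consecutive arrays, such as those of the sets above, its p-value would be too small. Adjacent arrays differed by a root-mean-square of 0.26 to 0.42 log2 units. The intervals 42 to 45 h (0.42), 9 to 12 h (0.42) and 3 to 6 h (0.40) were the widest of the 15.

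**Figure D1:**
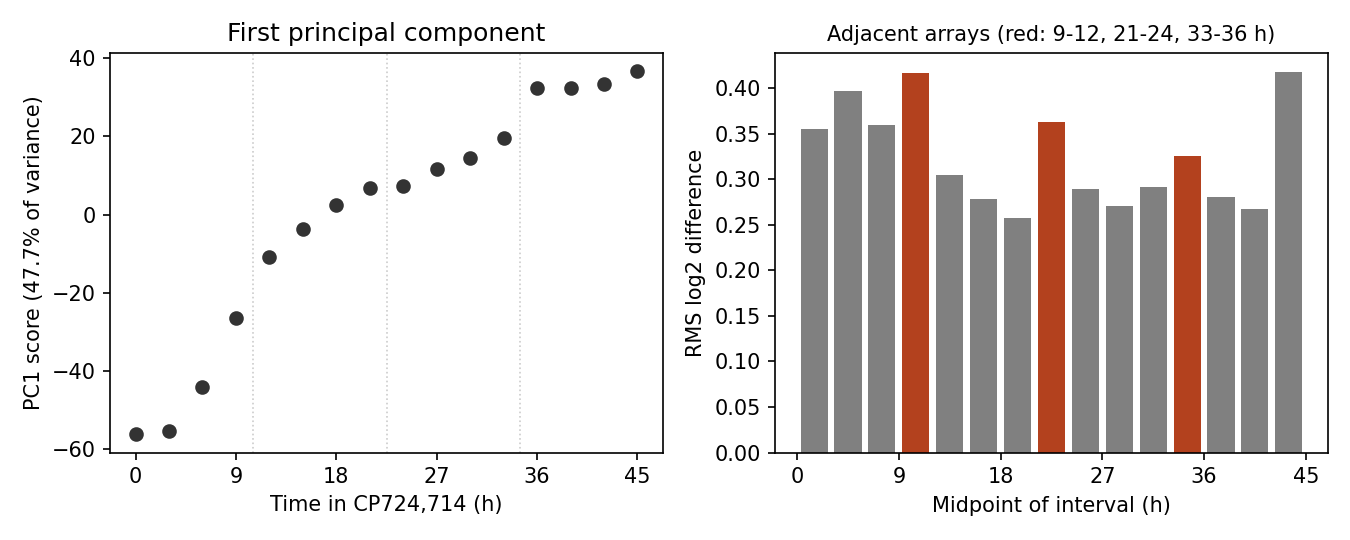
Left, score of each of the 16 arrays on the first principal component (47.7% of the variance) against hours in CP724,714. Right, root-mean-square log2 difference between adjacent arrays over the probes tested, with the intervals 9 to 12, 21 to 24 and 33 to 36 h in red; the interval 42 to 45 h (0.42) is the widest.

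In another cell line the study selected genes by a 1.7-fold change at any time point. The same threshold was applied here, with the single 0 h array as the reference, which was a choice made for these data. At 1 or more of the 15 later time points, 8108 of the tested probes (6379 genes) differed from 0 h by 1.7-fold or more. The residual spread alone, drawn 100 times, gave a mean of 3266 probes (3165 to 3352). Of the 8108 probes, 2939 were not time-dependent in the F-test. The number of probes past 1.7-fold grew from 686 at 3 h, against 556 from the residual spread, to 4381 at 45 h, against 549. At 45 h 2206 probes had risen and 2175 had fallen. Without background correction the count fell to 3461 probes, and it was 4774 when the change had to be present at 2 adjacent time points.

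**Figure D2:**
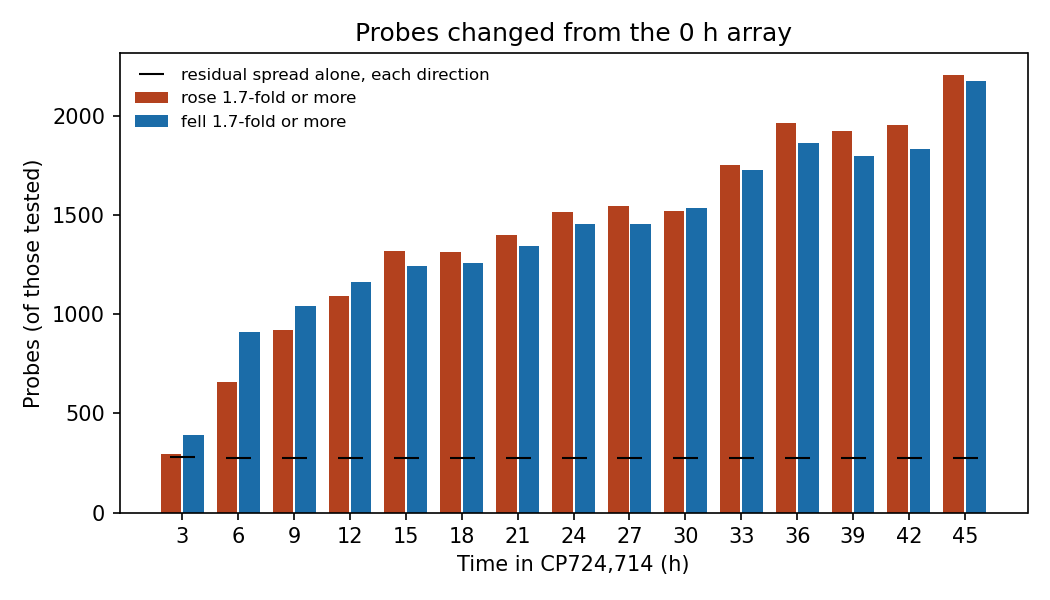
Number of probes that rose (red) or fell (blue) 1.7-fold or more from the 0 h array at each later time point, against hours in CP724,714. Dashes mark the number given in each direction by the residual spread alone; the bars at 3 h lie close to the dashes, and at 45 h 2206 probes had risen and 2175 had fallen.

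VAMP8 and PHGDH were the genes the study followed in this cell line. VAMP8 encodes a vesicle membrane protein that takes part in moving the glucose transporter GLUT4 off the plasma membrane, and PHGDH encodes phosphoglycerate dehydrogenase, which carries out the first step in making serine from 3-phosphoglycerate. Each was measured by a single probe, detected on all 16 arrays. VAMP8 (probe ILMN_2190084) rose from a log2 value of 14.14 at 0 h to 15.53 at 45 h, its lowest and highest values, a range of 2.62-fold. The linear change over 45 h was 0.99 ± 0.06 (SE) log2 units (limma, adjusted p = 3.2e-10), and the course departed from a straight line (adjusted p = 0.00588). Pearson r with time was 0.94 and Spearman rho 0.99 (n = 16, permutation p = 1e-05 and adjusted p = 1.2e-05 each), and r was 0.94 without the arrays at 0 and 45 h (n = 14, permutation p = 1e-05). Within the 12 h sets the linear change was 1.27 ± 0.36 (SE) and no longer past the threshold over all probes tested (adjusted p = 0.0976). VAMP8 was higher on the last array than on the first in each of the 4 sets, by 0.46, 0.04, 0.11 and 0.45 log2 units. The rise in the last set rests on the 45 h array alone, because VAMP8 was 15.08 at 36 h and 15.07 at 42 h.

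PHGDH (probe ILMN_1704537) had a log2 value of 15.85 at 0 h, was highest at 12 h (16.00), lowest at 42 h (14.81) and stood at 15.19 at 45 h, a range of 2.28-fold. Its linear change over 45 h was -1.14 ± 0.09 (SE) log2 units (limma, adjusted p = 8.46e-09), and the course departed from a straight line (adjusted p = 0.00926). Pearson r with time was -0.89 (n = 16, permutation p = 1e-05, adjusted p = 1.2e-05) and Spearman rho was -0.90 (n = 16, permutation p = 2e-05, adjusted p = 2e-05). Without the arrays at 0 and 45 h, r was -0.93 (n = 14, permutation p = 1e-05). Within the 12 h sets the linear change was -0.57 ± 0.39 (SE) with an adjusted p of 0.54. This estimate kept its sign and was not past the threshold, with an error larger than that of the fit over all arrays. From the first to the last array of each set PHGDH changed by -0.03, -0.33, -0.37 and 0.29 log2 units. The rise in the last set rests on the 45 h array alone. PHGDH fell from 14.90 at 36 h to 14.81 at 42 h and stood at 15.19 at 45 h. The highest PHGDH signal was 90.3% of the brightest signal on its array, and the measured range has that limit.

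**Figure D3:**
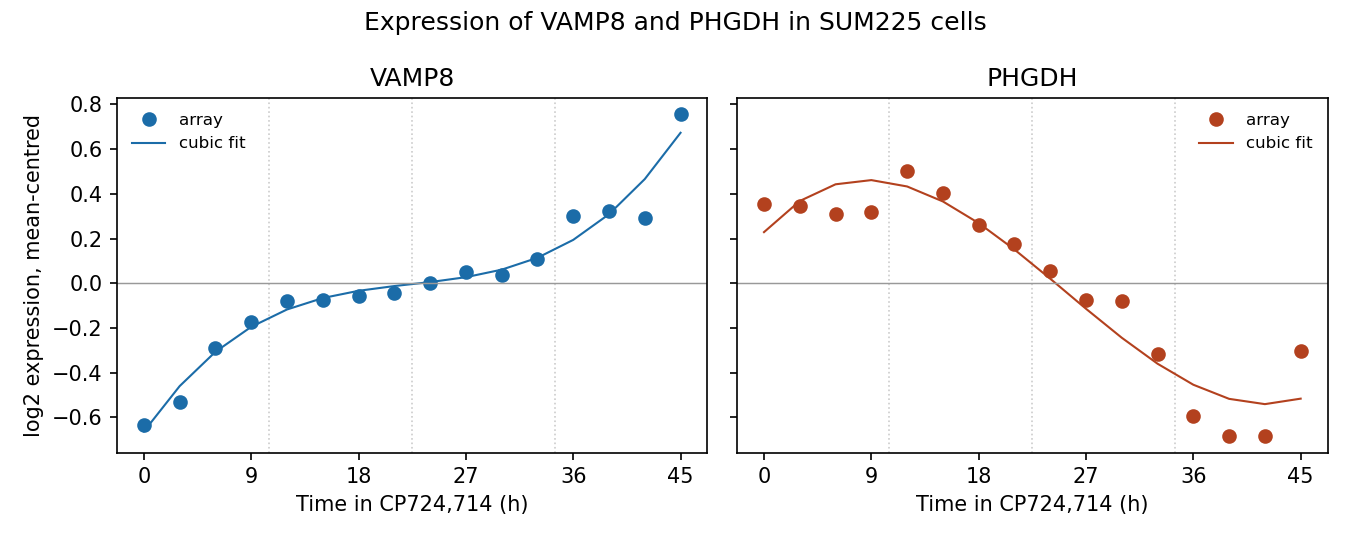
Mean-centred log2 expression of VAMP8 (left) and PHGDH (right) on each of the 16 arrays (points) with the cubic fit (line) against hours in CP724,714; dotted lines part the 12 h sets. VAMP8 is lowest at 0 h and highest at 45 h, and PHGDH is highest at 12 h and lowest at 42 h.

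The study named further genes of glucose transport, glycolysis, insulin signalling, serine synthesis and the HER2 family, as well as control genes. Of the 26 genes in this list, 24 were tested. IGF1R and SLC2A4, which encodes GLUT4, were each detected on 2 of the 16 arrays and were not tested. A linear trend was found for 18 genes adjusted over the list alone and for 17 over all probes tested, of which 7 rose and 10 fell. The list was taken from the study's text, which also covers VAMP8 and PHGDH on these arrays, so the first count is not fully independent evidence. The rising genes were SGK, PDK4, PDK2, VAMP8, ERBB3, IRS2 and SLC2A1. SGK (SGK1 in the RefSeq table) rose most, by 1.69 ± 0.15 (SE) log2 units over 45 h (adjusted p = 2.34e-08). PDK4 rose by 1.26 ± 0.27 and PDK2 by 1.24 ± 0.19. The falling genes were PDK3, PSAT1, PSPH, PHGDH, IRS1, INSIG1, ACLY, TFRC, LDHA and ACTB. PDK3 fell most, with a change of -1.85 ± 0.19 (adjusted p = 1.71e-07), and the change of ACLY was -0.96 ± 0.12. The serine synthesis genes PSAT1 and PSPH changed by -1.41 ± 0.30 and -1.25 ± 0.24. The change of IRS1, -1.07 ± 0.34, was not past the threshold without the 0 h array (adjusted p = 0.0836), and that of LDHA, -0.28 ± 0.08, was not past it without the 45 h array (adjusted p = 0.157). The IRS1 probe was dim, with signals up to 336, and was detected on 11 of the 16 arrays and not at 45 h. Without background correction the change of IRS1 was -0.41. With array weights the change of LDHA was -0.18 and also not past the threshold (limma, adjusted p = 0.0579). With the 12 h set as a factor 3 of the 24 genes were past the threshold adjusted over the list alone (SGK, PSAT1 and VAMP8, adjusted p = 0.0165 each) and 0 over all probes tested.

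Different probes of a gene did not always agree. The brighter GAPDH probe reached 99.8% of the array maximum and changed by -0.09 ± 0.04 (adjusted p = 0.0596), while the dimmer GAPDH probe changed by -0.83 ± 0.07 (adjusted p = 2.41e-08). The brightest ERBB2 probe reached 99.4% of the array maximum and changed by 0.02 ± 0.04, while a probe with signals up to 2307 changed by 0.44 ± 0.09 (adjusted p = 0.000418). The dimmest ERBB2 probe tested, detected on 12 arrays, changed by 0.06 ± 0.24 (adjusted p = 0.866). The brighter HIF1A probe changed by -0.02 ± 0.21 (adjusted p = 0.941) and the dimmer by -0.29 ± 0.11 (adjusted p = 0.0302). Of the 3 ERBB3 probes, the brightest, on which the call rests, changed by 0.98 ± 0.17, and the others changed by 0.23 ± 0.15 (adjusted p = 0.236) and 0.24 ± 0.16 (adjusted p = 0.218). Of the 2 EGFR probes tested, the brighter changed by -0.05 ± 0.10 and the dimmer by 0.98 ± 0.15.

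**Figure D4:**
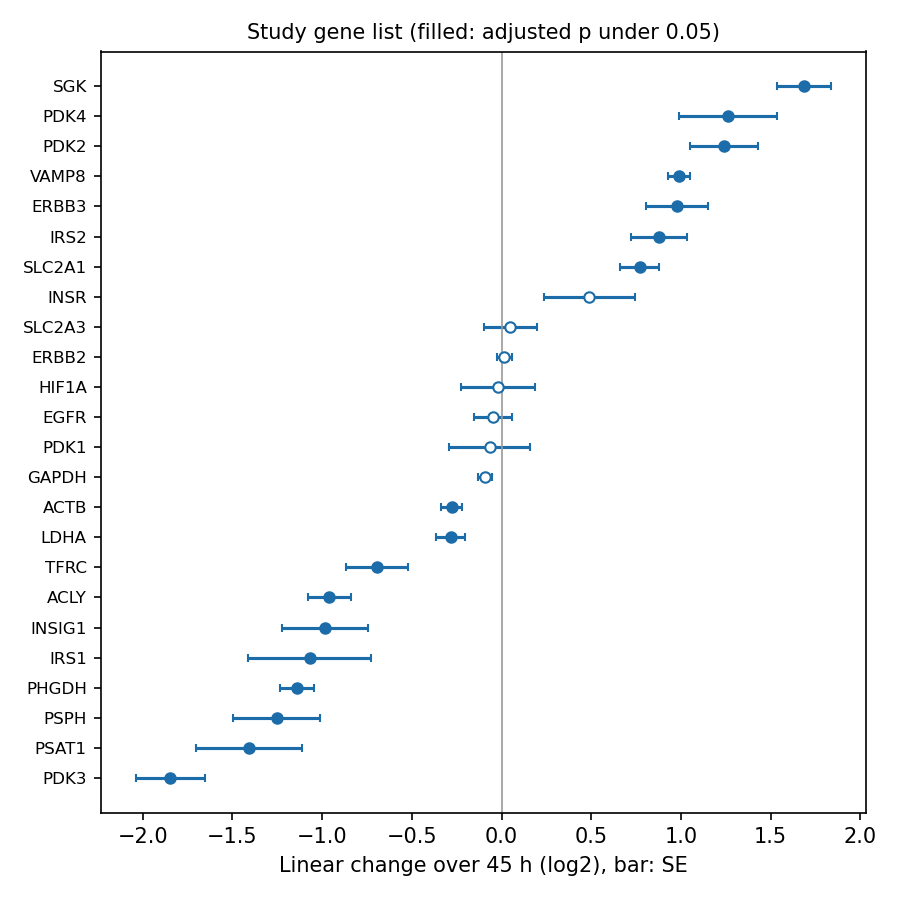
Linear change over 45 h in log2 units for the 24 tested genes of the study's list, 1 probe per gene, with SE bars. Filled points (17 genes) have an adjusted p under 0.05 over all probes; SGK rose most and PDK3 fell most.

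Over all genes, the 5 with the largest linear rise were ADH1C, ADH1A, C9orf111 (PNPLA7 in the RefSeq table), BCAS1 and VSIG2. ADH1C (4.63 ± 0.19 log2 units over 45 h) and ADH1A (4.52 ± 0.19) are near-identical paralogs whose probes can share transcripts. C9orf111 changed by 4.33 ± 0.23, BCAS1 by 3.63 ± 0.15 and VSIG2 by 3.52 ± 0.17. The 5 with the largest fall were SPRR2D, KRT86, SPRR2A, RRM2 and GALNTL1 (GALNT16 in the RefSeq table). KRT86 changed by -4.56 ± 0.15 and RRM2 by -4.36 ± 0.40. SPRR2D, SPRR2A and GALNTL1 were not detected at 45 h, and were at least 22.4-fold, 10.3-fold and 7.38-fold lower there than at 0 h. SPRR2D and SPRR2A are also paralogs with closely similar sequence. The adjusted p of these 10 genes ranged from 1.13e-13 for KRT86 to 1.84e-06 for GALNTL1. Without background correction all 10 kept their direction and stayed past the threshold, but their changes were smaller. C9orf111 then changed by 2.96, RRM2 by -3.04, GALNTL1 by -2.35 and KRT86 by -4.02 log2 units.

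Gene lists written before the data were examined were tested with camera on the linear change. Of 11 lists, 9 were past an adjusted p of 0.05. The cell cycle list (33 genes) had a median linear change of -2.72 log2 units over 45 h (adjusted p = 3.93e-22), and all 33 genes fell. RRM2 changed most. The medians of sterol synthesis, ribosome biogenesis, ERK output, fatty acid synthesis and glycolysis were -0.74, -0.53, -0.86, -0.33 and -0.33. The members with the largest change were MVD, C1orf33, ETV5, FADS1 and ENO2. The medians of the lists of FOXO and PI3K restrained genes, circadian genes and SNARE and vesicle genes were 0.78, 0.63 and 0.45. Their members with the largest change were YPEL3, BHLHB3 and STX2, the last of which fell by 2.13 against the direction of its list. The amino acid response list had a median of -0.01 (adjusted p = 0.709), with NUPR1 rising most (2.42), and the serum and stress immediate early list had a median of 0.19 (adjusted p = 0.682), with IER3 changing most (-1.45). The lists of FOXO and PI3K restrained genes and of the amino acid response each shared 3 genes with the study's list, glycolysis shared 2, and sterol synthesis, fatty acid synthesis and SNARE and vesicle genes shared 1 each. All 9 calls held under fry. With the correlation estimated for each list none of the 11 was past the threshold, and the lowest adjusted p was 0.0903. The amino acid response list was directed down by camera and by its median, and up by fry.

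The linear change did not describe every list. The median of the ERK output genes, relative to their mean over time, was 1.53 at 0 h, -0.86 at 3 h, -0.35 at 9 h and 0.75 at 12 h. The cell cycle median was 1.06 at 9 h and -0.05 at 12 h, and -0.35 at 33 h and -1.17 at 36 h. With the 12 h set as a factor 8 lists were past the threshold. FOXO and PI3K restrained genes (adjusted p = 0.0621) and circadian genes (adjusted p = 0.467) were not, and the amino acid response list was, with a median of -1.06 (adjusted p = 0.000122).

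**Figure D5:**
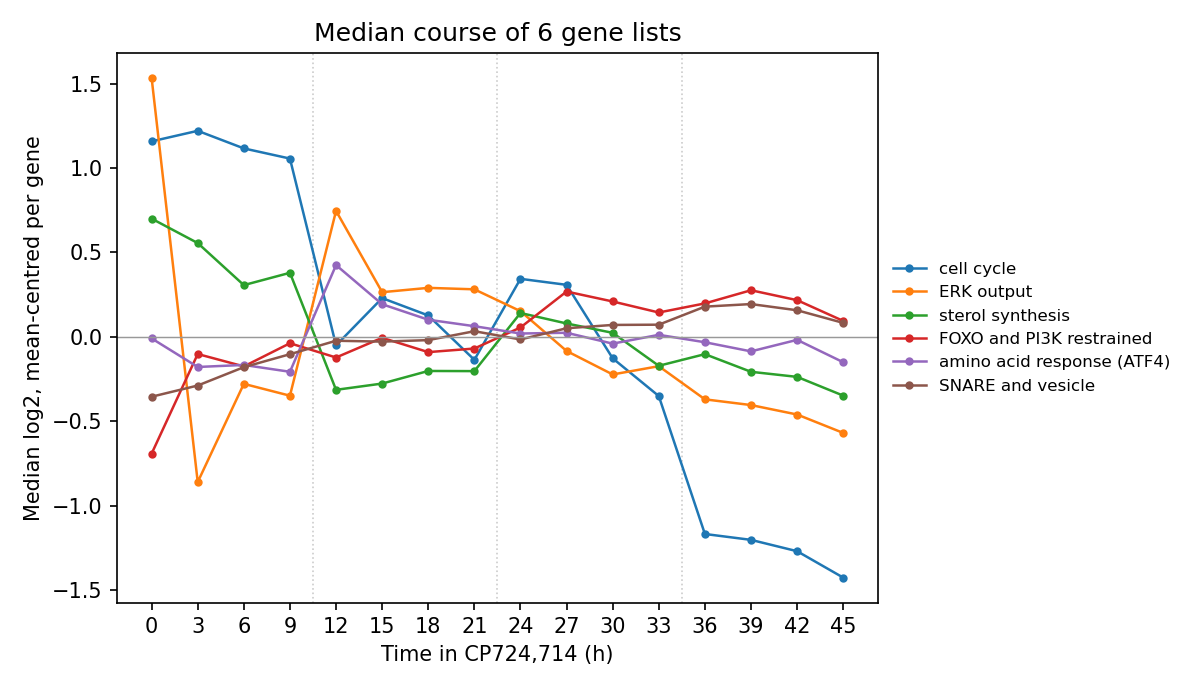
Median log2 expression, centred per gene, of 6 gene lists against hours in CP724,714; dotted lines part the 12 h sets. The cell cycle median moves from 1.06 at 9 h to -0.05 at 12 h, and the ERK output median from 1.53 at 0 h to -0.86 at 3 h and 0.75 at 12 h.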

Values the study reported

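The study reported that PHGDH expression changed 5.7-fold during the experiment in MCF10HER2 cells and 2.2-fold in MCF10A cells, both treated with 1 µM CP724,714 over 45 hours. These are other cell lines than the one measured here. It collected 16 time points.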

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

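The 12 h set as a factor and the 3 steps between sets were added after the data were seen, and the other alternatives were fixed before the data were examined. Of 183 values recomputed for the main results, 170 kept their direction and their side of the threshold, or stayed within 1.5 times the reported count. Most of the 183 came from leaving out 1 array, and all of those were kept. The values that moved all came from changes of setting, so the total overstates how stable the results were to these. The rise of VAMP8 and the fall of PHGDH stayed past the threshold under each alternative fixed beforehand that was recomputed for them, which were the background, offset and normalization settings, the step between 21 and 24 h, array weights and each array left out. The filters and the other time courses were not recomputed for these 2 genes. The linear change of VAMP8 lay between 0.81 (median scaling) and 0.99, and that of PHGDH between -1.38 (median scaling) and -1.13, over the background, offset and normalization settings. The correlation of the first principal component with time was 0.95 under median scaling and 0.96 without background correction.

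With each array left out in turn, the number of time-dependent probes ranged from 7323 to 8368, that of probes with a linear trend from 6852 to 7741, that of curved probes from 2074 (without the 45 h array) to 3433, and that of probes changed 1.7-fold from 7462 to 8046. The linear change of VAMP8 ranged from 0.88 (without the 45 h array) to 1.04 and that of PHGDH from -1.24 to -1.06. Between 16 and 18 genes of the study's list were past the threshold.

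The count of probes changed 1.7-fold was 3461 without background correction, where no background is removed before the log, and 5888 with an offset of 50. It was 5205 for probes detected on all 16 arrays, where fewer probes were counted, and 9676 with no filter, where more were. A 2-fold threshold gave 4990 probes and persistence at 2 adjacent time points 4774, both stricter by construction.

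A step between 21 and 24 h as a term left 3092 probes with a linear trend, 8 genes of the study's list and 5 gene lists past the threshold. The step is correlated with time, which widens the errors. Under it IRS1 (0.11), LDHA (0.0027), the ERK output list (0.23) and the amino acid response list (0.30) changed sign, none of them past the threshold there. The cause of these changes of sign was not tested. With the correlation estimated for each list, 0 gene lists were past the threshold for camera, against 9 with the preset correlation and 9 with fry.

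With the 12 h set as a factor, 145 probes had a linear trend and 0 genes of the study's list were past the threshold over all probes, against 3 adjusted over the list alone (SGK, PSAT1 and VAMP8). VAMP8 (1.27, adjusted p = 0.0976) and PHGDH (-0.57, adjusted p = 0.54) kept their sign and were not past it over all probes. SLC2A1 (-0.086), IRS2 (-0.52) and the serum and stress immediate early list (-0.22) changed sign. Of the 25 other named genes, 4 stayed past the threshold, 19 did not and 2 changed sign. Only the differences within 9 h enter this fit. The 3 steps beside the cubic left 3027 time-dependent probes.

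The share of rising probes among those with a linear trend was 54.5%, and between 48.0% (cyclic loess) and 54.4% over the other background, offset and normalization settings. The median linear change over all probes was between 0.003 and 0.05 log2 units in these settings. No paired analysis was possible because each time point had 1 array. No value exists for another probe of VAMP8 or PHGDH. Signals near the background limited the dim probes and signals near the top of the scale limited the brightest ones.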

Other observations

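All tests in this part were chosen after the result was seen, except the permuted orders of the arrays. The range of PHGDH here was 2.28-fold. That is lower than the value quoted from the study above for MCF10HER2 cells, a different cell line, and close to the value quoted for MCF10A cells. The study does not state how its fold changes were measured, so the sizes may not be alike. It described the courses of VAMP8 and PHGDH in SUM225 as similar to those in MCF10HER2 cells. The closeness in size does not place SUM225 with MCF10A cells. With the 16 arrays assigned to time points in other orders, 1 of 100 orders, the real one, gave as many probes with a linear trend, and the highest count among the others was 3834. Chance assignment of arrays was thereby excluded for this count, but an effect that follows the order of the arrays was not.

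Away from the first and the last array, a step was called only at 12 h spacing. A step at each of the 15 intervals was added in turn to the cubic course and tested in limma at an adjusted p under 0.05. It was called for 1932 probes between 9 and 12 h, for 420 between 21 and 24 h and for 56 between 33 and 36 h (4076, 2549 and 1083 at an unadjusted p under 0.05). The last of these was the weakest, with fewer calls than the steps of 122 probes after the 0 h array and 152 before the 45 h array. At the 10 other intervals that do not involve the first or the last array, the highest number was 0, although between 296 and 1843 probes had an unadjusted p under 0.05 there, at 3 of them more than between 33 and 36 h. A square wave that sets 12 to 21 h and 36 to 45 h against 0 to 9 h and 24 to 33 h was called for 1254 probes, of which 492 were higher and 762 lower in the former, and the same wave shifted by 3, 6 or 9 h was called for 0 (1630, 863 and 1281 probes at an unadjusted p under 0.05). Among 100 splits of the arrays into 8 and 8, 1 split, the real one, gave as many probes. Chips of 8 arrays as the whole cause were argued against by the 1508 probes that kept a step between 9 and 12 h with a step between 21 and 24 h in the model. An effect of arrays that ignores gene function was argued against by the cell cycle list, whose median was -0.60 log2 units in the square wave. None of 10000 random lists of the same size and brightness was as low, and the lowest of them was -0.15. The random lists were not matched for correlation between genes, estimated at 0.49 for the cell cycle list. They therefore understate how far the median of genes that vary together can move. A smooth 24 h rhythm cannot be told apart from the square wave here. The sine and cosine alone were called for 522 probes. In 819 of the 1312 probes called by either (62.4%) the square wave explained more of the variance with fewer terms, but most of these probes were chosen by the square wave itself. Only 7 probes had the square wave called beside a 24 h sine and cosine, and 0 had the sine and cosine called beside the square wave (970 and 895 at an unadjusted p under 0.05). Of the 14 circadian genes tested, the sine and cosine alone were called for 1. The square wave was called for 0 of them (4 at an unadjusted p under 0.05). So few genes do not decide whether a 24 h rhythm contributed. Cultures or samples handled in sets of 4 remain a candidate explanation, which the 0 calls at the intervals between are in line with. The tests do not say whether such sets would differ in plating, in medium or in the processing of RNA.

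The step between 9 and 12 h was not the same for all lists. In that step 13 of 18 ERK output genes were called, with a median of 1.59 log2 units, as were 15 of 30 amino acid response genes (median 0.60). These sizes are step terms fitted beside the cubic course, not differences between adjacent arrays. The ERK output median itself moved from -0.35 at 9 h to 0.75 at 12 h. The step term between 9 and 12 h was 2.20 log2 units for CCND1, 1.99 for ASNS, 1.98 for PSAT1 and 1.91 for SLC7A5. For TYMS it was -2.34 there and 2.24 between 21 and 24 h. For TAGLN it was -3.69 and 4.13 at the same intervals. The ERK output list had 0 genes called for the step between 21 and 24 h and 0 for the square wave (1 and 8 genes at an unadjusted p under 0.05). A return of ERK output in the inhibitor at that time may therefore be mixed with a set effect in this step, and the 1508 probes above do not separate them.

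The 0 h array stood apart from the later course. A step between 0 and 3 h beside the cubic was called for 122 probes, 43 higher and 79 lower after 0 h. The 5 genes with the smallest p, with the step term beside the cubic, were MYC (-4.12), SPRY2 (-3.54), PTGER4 (-3.10), DUSP6 (-5.28) and DUSP5 (-2.97 log2 units). The inhibitor and a change of medium at the start cannot be told apart for these 122 probes, because no untreated series was analysed here.

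The 45 h array differed from the 42 h array in bright probes as well as dim ones. In the brightest 10% of probes the spread of the difference was 0.210 log2 units. It was 0.0915 from 39 to 42 h, the lowest of the 15 intervals, and 0.208 from 9 to 12 h, the next highest. The spread in bright probes argues against noise of dim probes as the whole cause, and it does not set this interval apart from that between 9 and 12 h. A step at this interval was called for 152 probes, of which 135 were lower at 45 h. What set this array apart stays open, and no biological explanation was tested.

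The range of PHGDH was measured near the top of the scale. In 25 genes with a probe of mean log2 value 15 or more and a dimmer probe with a linear trend, the median ratio of the bright to the dim probe's change was 0.24. In 170 genes with the brighter probe between 12 and 14 it was 0.59 (two-sided permutation test against all 25 genes, p = 0.0273). The dimmer probe had to be below 14 in the 25 genes and below 11 in the 170, so the sets also differ in this. Both probes changed in the same direction in 17 of the 25 genes and in 145 of the 170. For the 18 genes whose bright probe had a mean below 16.00, the highest value of PHGDH, the ratio was 0.35, and these were not tested alone. The mean of PHGDH was 15.5. The signal may therefore understate changes of PHGDH, although probes of a gene can also target different transcripts and PHGDH has no second probe here.

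The 2 probes of GAPDH, a common control gene, gave different changes in this series. The brighter probe reached 99.8% of the array maximum, so its small change cannot show that the probes truly diverged. The dimmer probe fell in all 5 background and normalization settings, with the change nearest 0 at -0.82, which argues against normalization as the cause. Within the 12 h sets its change was -0.71 ± 0.32 (SE) log2 units and not past the threshold (limma, adjusted p = 0.312), so a difference between sets stays open. No biological explanation was tested.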
